A study of Mus musculus with 6 samples. Its data were reported in "Platelet factors attenuate inflammation and rescue cognition in ageing" (2023).

How the data were processed

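Splenocytes of young mice given saline, aged mice given saline and aged mice given PF4 were measured by CITE-seq, with 1 RNA and 1 antibody library per group and the cells of several mice pooled in each. The counts deposited by the authors are whole numbers of UMIs per feature and barcode, in 1 matrix that holds genes and antibodies of all libraries together, with no normalization found in the values. The file header names Cell Ranger 5.0.1, and the submitters' processing notes name Cell Ranger, Seurat and the genome build mm10. Per the methods, the libraries were joined by the aggregation step of Cell Ranger. Whether that step subsampled the libraries to equal depth is not given in the sources used here, and the median antibody counts per barcode of 2053, 2051 and 2055 were close to each other. Such subsampling would lower counts and leave ratios within a library in place.

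Barcodes carry a suffix of 1, 2 or 3 that separates the libraries (68 barcode sequences occur under more than 1 suffix). No source used here ties a suffix to a labelled group, so the suffix was used only as a library name, no group was compared and no test or p-value was computed. Of 31053 genes, 30934 (99.6%) matched an identifier of the mm10 annotation from which coordinates were taken, and 35 symbols were duplicated. The depth per library was 24569928, 36599055 and 40949298 RNA UMIs over all barcodes.

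Cells were kept by the limits the study states, from 300 to 5000 genes and at most 10% mitochondrial UMIs, with genes seen in at least 3 kept cells (17218). These removed 1034 barcodes under 300 genes, 79 over 5000 genes and 8558 (29.5%) over 10% mitochondrial UMIs, with some counted under more than 1 limit, and left 20161 (69.5%). Counts were scaled to 10000 per cell, log-transformed and regressed on the UMI number. The 2000 most variable genes, without the genes of the study lists and receptors reported here, gave 20 principal components, a graph of 20 neighbours and Louvain clusters at resolution 0.8, since no resolution is stated. Clusters were called by markers fixed before the data were examined. A cluster got a class where over 60% of its cells scored highest for it, at least 3 of its markers were detected and its leading genes did not belong to another class. Clusters with a median UMI count under 1/3 of their library's and no own marker among the 10 leading genes stayed unnamed. These scoring limits were set once the counts had been seen. Since the study's own cell names were not used here, a difference from its clusters may come from these rebuilt names. Clusters 13, 19, 20 and 23 stayed unnamed. Lymphoid-like cells are the B-like, plasma-like, T-like and NK-like classes. Myeloid-like cells are the neutrophil-like, monocyte-like, macrophage-like, dendritic-like and plasmacytoid-like classes and the basophil and platelet cluster. Doublets were removed only by the limit of 5000 genes, with Scrublet run per library as an alternative.

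Counts were summed per class and library and given as CPM of all RNA UMIs with exact Poisson 95% intervals, and shares with exact binomial (Clopper-Pearson) intervals. For a count of 0 the upper limit is the upper end of the exact interval or 3 counts. Cells were thinned to 1000 UMIs to compare shares of cells with a UMI. Antibodies were given as the share of all antibody counts of a class. Gene lists were summarised by the median log2 ratio of library CPM to the geometric mean of the libraries, over members with at least 5 CPM in the class, after adding 0.5 counts, and set beside 10000 random lists matched in 20 bins of expression. Antibody gates came from a Gaussian mixture of 2 components on ln(count + 1) per library, positive over a posterior of 0.5. By Ashman's D over 2 in every library, 7 of the 34 antibodies separated. The panel has no CD3 antibody, so T cells were gated as negative for B cell antibodies, I-A/I-E among them, and positive for CD4 or CD8a but not both. PD-1 did not separate (D at most 1.06) and was not used. CD44 is not among the 7. Its D was 1.82, 3.81 and 3.35 in the CD8 gate and 1.93, 2.35 and 2.92 in the CD4 gate, under 2 for library 1 in both, and the split by CD44 was made all the same. A gene was called between gates only where the intervals did not overlap in the same direction in every library.

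The genes named are drawn from the study lists, the PF4 receptors and partners, chemokine receptors and CXCR3 ligands, and 2 to 4 most counted members of each other list (naive T cell, T cell effector and exhaustion, type I interferon response, TNF and NF-kB signalling, neutrophil granule, MHC class II, complement, immediate early, heat shock, haemoglobin, platelet and mitochondrial). Added to these are genes from the 10 with the largest ratio of highest to lowest library per class among genes of at least 50 CPM, with a library under 3 counts set to 3, and from the 10 with the largest smallest ratio in each direction between gates. That rule leaves out immunoglobulin and T cell receptor segments, haemoglobin and mitochondrial genes. Other genes named by a count were chosen after their values were seen.

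The calling of genes between gates, the library spread and the list medians were tested on simulated data with known folds. The values describe these steps and not the assignment of cells to gates by antibody. In the CD44 contrast of CD8 cells, over 2778 genes, 52% of 50 genes changed 1.5-fold, 98% of those changed 2-fold, 100% of those changed 4-fold and 96% of those changed 0.5-fold were called, and 2.17% of 2578 unchanged genes. In the library spread of T-like cells, over 2901 genes, the median ratios were 1.42, 1.89, 3.77 and 2.21 for the same folds and 1.10 for unchanged genes. Lists of T-like cells (9019 genes) had a median percentile of 54.9 unchanged and of 100 when changed 1.5-fold or 2-fold.

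Alternatives were fixed before the data were examined. They were no filter on cells, at most 5% mitochondrial UMIs, Scrublet doublets or cells with antibodies of both lineages removed, resolutions of 0.4 and 1.2, 30 components, reported genes allowed for clustering, classes from antibody gates, other denominators and scalings, stricter gates, other expression minimums of 20 and 100 CPM, and leaving out each library. Others, added after seeing the data, left out cluster 21 or library 1. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scanpy 1.11.5 with its Scrublet, anndata 0.12.19 and matplotlib 3.10.9.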

Results

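Single-cell RNA and surface protein were counted together in mouse splenocytes by CITE-seq, in which antibodies that carry DNA tags are sequenced beside the RNA of each cell. The labels describe 6 samples, 3 of RNA and 3 of antibody tags, from young mice (3 months) given saline, aged mice (20 months) given saline and aged mice given platelet factor 4 (PF4), a chemokine released by platelets. The deposited counts pool the cells in 1 matrix of 31053 genes and 34 antibodies over 29005 barcodes, whose suffix separates 3 libraries of 6439, 10719 and 11847 barcodes. No label, file header or methods text used here ties a suffix to a group, so the libraries are called 1, 2 and 3 by suffix alone, and the effects of age and of PF4 that the study asked about were not compared. Each library has no replicate, and intervals are exact 95% intervals that cover counting error only. The matrix held 102118281 RNA UMIs (unique molecular identifiers, each counting 1 captured molecule) and 70860000 antibody counts. After the study's stated limits on genes and mitochondrial share, 20161 cells remained, 4199, 7511 and 8451 by library, with 20032690, 32270524 and 35697547 RNA UMIs and median depths of 3741, 3625 and 3765 UMIs per cell.

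The first comparison asked which cell types make up these spleens. B-like cells were the largest class, 53.1% of kept cells (52.4 to 53.8%), followed by T-like cells at 26.3% (25.7 to 26.9%). Neutrophil-like cells made up 3.63%, monocyte-like 2.63%, NK-like 2.45%, erythroid-like 2.39%, macrophage-like 1.82% and dendritic-like 1.77%. Rarer classes were plasma-like cells (128 cells, 0.635%), a cluster with basophil and platelet genes (100 cells, 0.496%) and plasmacytoid-like dendritic cells (44 cells, 0.218%), and 4.55% of cells stayed unnamed. By library, B-like cells were 43.1%, 57.7% and 54.1%, T-like cells 23.5%, 26.8% and 27.2%, neutrophil-like cells 8.86%, 1.97% and 2.50%, and NK-like cells 1.64%, 1.61% and 3.59%. Erythroid-like cells were 9.79%, 0.266% and 0.604%. Most of them lay in cluster 14, of which 96.2% came from library 1, so that this cluster may be that library and not a type of its own. Without library 3 the pooled NK-like share was 1.62%. Doublets were removed only by the upper limit on genes, and Scrublet, a doublet caller, marked 596 further cells (2.96%).

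**Figure D1:**
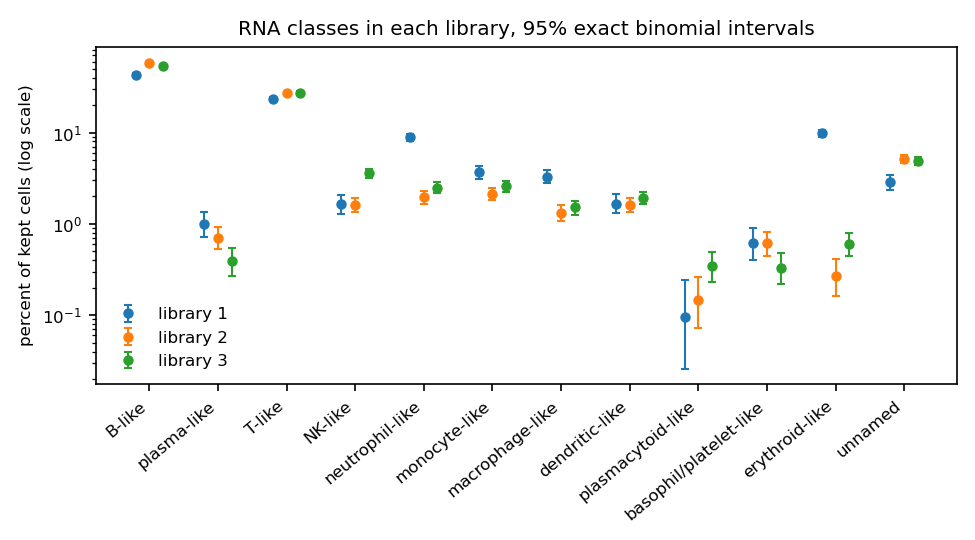
Share of kept cells in each RNA class (percent, log scale) for libraries 1, 2 and 3, with bars for exact binomial 95% intervals. B-like and T-like cells were the 2 largest classes in every library, and erythroid-like cells ranged from 0.266% to 9.79%.

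Within the T-like and B-like classes the libraries were made up of different clusters. Clusters 4 and 5, which carried naive T cell markers on a CD8 and a CD4 background, held 11.5% and 9.95% of T-like cells in library 1, 15.7% and 14.6% in library 2, and 30.8% (28.9 to 32.7%) and 31.2% (29.3 to 33.1%) in library 3. Memory CD8 cells (cluster 6) were 23.2%, 32.6% (30.5 to 34.7%) and 6.78% of T-like cells, and effector memory cells with Gzmk (cluster 9) were 32.4% (29.5 to 35.4%), 12.4% and 6.61%. Regulatory T cells (cluster 7) varied less, at 19.9%, 20.4% and 14.6%. T-like cells of low UMI count (cluster 17, median 1308 UMIs) were 3.15%, 4.47% and 10.1%. Among B-like cells, marginal zone cells (cluster 3) were 4.98%, 11.7% and 18.8%, B1 cells (cluster 8) 17.8%, 9.01% and 0.984%, and follicular cells of low UMI count (cluster 2, median 1176 UMIs) 22.2%, 23.7% and 31.8%. The largest B-like cluster, cluster 1, held 52.7%, 53.1% and 45.8%, and cluster 18 with immediate early genes held 2.32%, 2.49% and 2.60%. Myeloid-like cells were mixed too, with 372 of 764, 148 of 586 and 211 of 778 neutrophil-like cells, 70, 122 and 164 dendritic-like cells and 4, 11 and 29 plasmacytoid-like cells. The basophil and platelet cluster held 26, 46 and 28 myeloid-like cells. Values for the T-like, B-like and myeloid-like classes therefore average over different mixtures in each library.

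**Figure D2:**
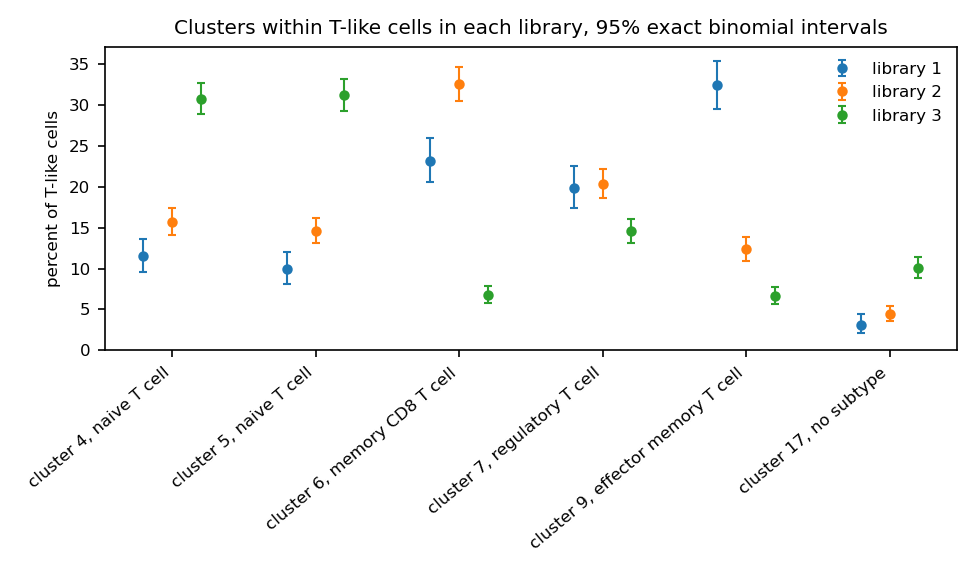
Share of T-like cells in each of their clusters (percent) for libraries 1, 2 and 3, with bars for exact binomial 95% intervals. Library 3 had the highest shares of the naive clusters 4 and 5, library 2 of the memory CD8 cluster 6 and library 1 of the effector memory cluster 9.

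The balance of myeloid and lymphoid cells was a measure the study compared between groups. Over all kept cells there were 2128 myeloid-like and 16634 lymphoid-like cells, a ratio of 0.128 (0.122 to 0.134). By library the ratio was 0.263 (0.243 to 0.285) from 764 and 2904 cells, 0.0899 (0.0825 to 0.0978) from 586 and 6520 cells, and 0.108 (0.1001 to 0.116) from 778 and 7210 cells. Part of the value of library 1 rests on cluster 21, neutrophil-like cells with granule genes, of which 98.5% came from that library and which may be that library rather than a type. The ratio of library 1 was 0.218 without that cluster.

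Antibody counts took no part in the clustering, so surface protein was compared with the RNA classes as a separate measurement. In B-like cells the share of antibody counts held by B220 and by I-A/I-E (MHC class II) was 3.13 and 3.42 times that in other cells. CD4, CD8a, CD5 and CD27 were 7.88, 5.69, 4.72 and 6.34 times higher in T-like cells than elsewhere, and the T cell receptor beta chain 2.82 times. NK-1.1 was 7.94 times higher and NKp46 1.79 times higher in NK-like cells. Ly-6G, a neutrophil protein, was 10.3 times higher in neutrophil-like cells, CD11b was 7.20 and 11.0 times higher in neutrophil-like and monocyte-like cells, and F4/80 and CD106 were 4.17 and 2.77 times higher in macrophage-like cells. CD11c was 9.56 times higher in dendritic-like cells and TER-119 was 10.4 times higher in erythroid-like cells. Of 24 pairs of an antibody and the class it marks, 24 were higher in every library, by share of counts and by median count. The 24 pairs were listed after the protein values had been seen.

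Each antibody was also set against the mRNA of its own target across the 26 clusters, to ask how far surface protein follows transcript. By share of counts the highest Spearman correlations were for CD8a with Cd8a (rho 0.924), CD4 with Cd4 (0.914) and CD5 with Cd5 (0.910). CD24 with Cd24a (0.884) and CD27 with Cd27 (0.880) came next. By median count CD24 (0.902), CD5 (0.8755) and CD27 (0.869) were highest, and CD8a and CD4 had 0.788 each. Of 32 pairs by share of counts, 11 had rho over 0.8, 19 over 0.5 and 6 under 0.2, with a median of 0.582. Thy-1.1 with Thy1 is among the 19 (0.588), but had 0.135 by median count. The lowest by share of counts were XCR1 with Xcr1 (−0.16) and c-Kit with Kit (−0.05), but by median count c-Kit had 0.372 and the lowest were XCR1 (0.0703) and CCR2 (0.0925). The median XCR1 count was 13 in cluster 16, where Xcr1 was highest, and 9 in the B-like cluster 1. For CCR2 the median was 41 in cluster 11, where Ccr2 was highest, and 40 in cluster 1. With so little spread in the antibody, a low rho cannot tell whether protein follows transcript. Clusters are not replicates, so these correlations describe the clusters and carry no p-value. In 10 of the 32 pairs the antibody share was highest in cluster 19, 204 unnamed cells with a median of 642.5 UMIs.

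Cxcr3, which encodes a chemokine receptor that PF4 can bind, was examined because the study looked for the spleen cells that carry it. The gene (ENSMUSG00000050232) lies on the minus strand of chromosome X from 101731535 to 101734269 in mm10. Summed counts gave 74.7 CPM (counts of the gene scaled by the total of RNA UMIs in the same cells) in T-like cells (71.5 to 78.0), 72.6 CPM in NK-like cells (61.3 to 85.5) and 82.5 CPM in plasmacytoid-like cells (54.8 to 119). B-like cells had 5.04 CPM, and neutrophil-like, monocyte-like, macrophage-like and dendritic-like cells had 4.06, 3.50, 10.9 and 14.8 CPM. Within T-like cells the effector memory cluster 9 had 170 CPM (155 to 185), the memory CD8 cluster 6 had 132 CPM (124 to 140) and the regulatory cluster 7 had 104 CPM (93.6 to 115), against 14.9 CPM in the naive CD8 cluster 4 and 0.719 CPM in the naive CD4 cluster 5. Cxcr3 was kept out of the genes used for clustering but was 1 of the markers that named cluster 6.

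In T-like cells Cxcr3 was 114 CPM (105 to 124) in library 1, 98.1 CPM (92.4 to 104) in library 2 and 35.1 CPM (31.8 to 38.8) in library 3, where clusters 4 and 5 held more of the class. Within cluster 9 the values were 183, 173 and 139 CPM, and within cluster 6 they were 125, 138 and 114 CPM. NK-like cells had 95.2, 117 and 49.6 CPM. A Cxcr3 UMI was found in 23.7% of T-like cells (median 5067 UMIs) and 20.7% of NK-like cells (median 3692 UMIs), against 1.32% of B-like cells (3186 UMIs), 1.37% of neutrophil-like cells (2302 UMIs) and 0.415% of erythroid-like cells (5264 UMIs), which should lack the gene. After thinning each cell to 1000 UMIs the shares were 6.79% of T-like, 5.98% of NK-like, 0.326% of B-like and 0.322% of neutrophil-like cells, and 0 of 435 erythroid-like cells, where the 95% upper limit is 0.844%. Thinning left out 161 T-like, 25 NK-like, 898 B-like, 110 neutrophil-like and 47 erythroid-like cells of fewer UMIs.

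**Figure D3:**
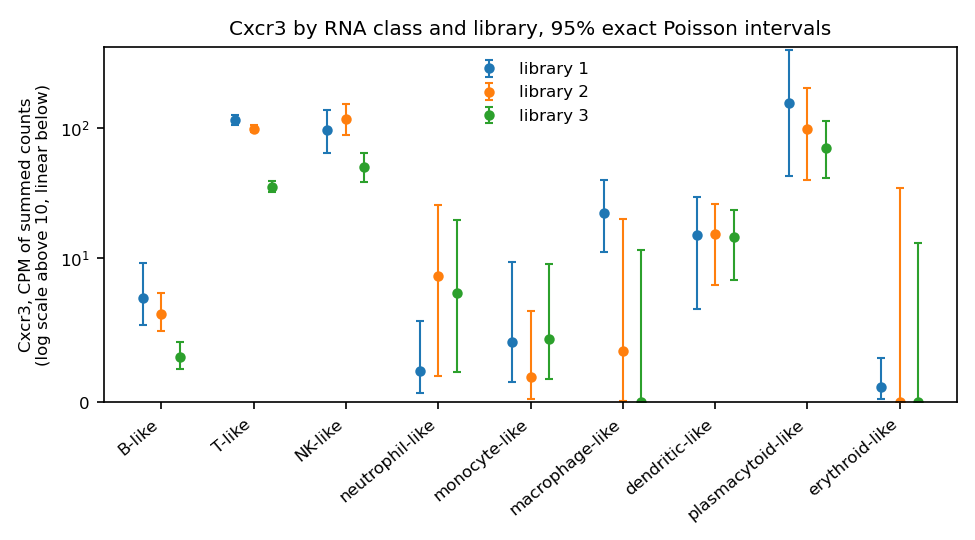
Cxcr3 in each RNA class and library as CPM of summed RNA counts (log scale above 10, linear below), with bars for exact Poisson 95% intervals. T-like cells had 114, 98.1 and 35.1 CPM in libraries 1, 2 and 3, and B-like cells stayed at or under 7.24 CPM.

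Other reported receptors and partners of PF4 were spread over different classes. Ccr1, a chemokine receptor, was highest in neutrophil-like cells (475 CPM, 449.5 to 502), a value that rose to 769.8 CPM without library 1, 794 CPM as a mean over cells and 723 CPM in thinned cells. Lrp1, a scavenger receptor, was highest in monocyte-like (506 CPM) and macrophage-like cells (353 CPM). Itgam, which encodes CD11b, reached 569 CPM in neutrophil-like, 337 CPM in monocyte-like and 203 CPM in NK-like cells. Sdc1 was 193 CPM in plasma-like cells, Sdc4 292 CPM in plasmacytoid-like and 168 CPM in B-like cells, and Cd74, the MHC class II invariant chain, 15727 CPM in dendritic-like and 11184 CPM in B-like cells. Pf4 itself (chromosome 5, 90772435 to 90773383) was 1105 CPM (1003 to 1215) in the basophil and platelet cluster and 48.0 CPM in macrophage-like cells. Of the other CXCR3 ligands, Cxcl9 was highest in dendritic-like cells (122 CPM) and Cxcl10 in monocyte-like cells (39.0 CPM). Among chemokine and related receptors, Cxcr2 (1302 CPM) and Cxcr4 (193 CPM) were highest in neutrophil-like cells. In library 1 alone Cxcr2 was 941.7 CPM in neutrophil-like cells, so its pooled value depends on that library too. Ccr2 (999.5 CPM) and Cx3cr1 (454.5 CPM) were highest in monocyte-like cells, and Ccr9 (946 CPM) in plasmacytoid-like cells. Xcr1 (151 CPM) was highest in dendritic-like cells, Cxcr5 (116 CPM) and Ccr6 (87.9 CPM) in B-like cells, and S1pr1 (350.2 CPM), Ccr7 (156 CPM) and Cxcr6 (68.5 CPM) in T-like cells.

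The study named 4 inflammation-linked genes in myeloid cells, chosen on these samples, so their values here are not independent evidence of a direction. C3, the central complement component (chromosome 17, 57203970 to 57228136), was 390 CPM (362 to 420) in neutrophil-like cells of library 1, 93.1 CPM (63.7 to 131) in library 2 and 106 CPM (79.8 to 137) in library 3, and 337, 232 and 269 CPM in monocyte-like cells. Lcn2, which encodes the neutrophil granule protein lipocalin 2 (chromosome 2, 32384633 to 32388252), was 12523, 1594 and 863.5 CPM in neutrophil-like cells. S100a8 and S100a9, the subunits of calprotectin (chromosome 3, 90668978 to 90670035 and 90692632 to 90695721), were 117161, 50425 and 41542 CPM and 134005, 59290 and 45865 CPM. Cluster 21 and its granule genes weigh on library 1, where it held 132 cells, and through 1 cell on Lcn2 and the S100 genes of library 2. Over all myeloid-like cells C3 was 287, 110.0 and 119.6 CPM with it and 189.9, 107 and 119.1 CPM without it, and Lcn2 was 5552, 200.4 and 125 CPM with it and 570.0, 86.8 and 111 CPM without it. S100a8 was 51781, 5959 and 5999 CPM with it and 13286, 5038 and 5994 CPM without it, and S100a9 was 59074, 7002 and 6633 CPM against 16253, 6065 and 6631 CPM. Without cluster 21 library 1 was still highest for 4 of the 4 genes, but libraries 2 and 3 changed places for Lcn2 and S100a9, so that their order rests on that cell. Both S100 genes were also counted outside neutrophils, at 229.8 and 267.6 CPM in B-like cells of library 1 against 19.4 and 24.3 CPM in library 2 and 32.3 and 36.0 CPM in library 3.

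For T cells the study named genes of exhaustion and cytotoxicity, Tox and Nkg7, and of naive cells, among them Dapl1, Satb1 and Foxp1, again on these samples and so without independent weight on direction. Tox, a transcription factor of exhausted T cells (chromosome 4, 6686353 to 6991557), was 126 CPM (116 to 137) in T-like cells of library 1, 72.1 CPM (67.2 to 77.2) in library 2 and 67.7 CPM (63.0 to 72.6) in library 3. Nkg7, a cytotoxic granule gene (chromosome 7, 43437073 to 43438249), was 1063, 652 and 255 CPM. Dapl1, a gene of naive T cells (chromosome 2, 59484653 to 59505020) was 140.2, 192 and 312 CPM. Satb1, a chromatin organizer (chromosome 17, 51736187 to 51833290), was 348, 417 and 584 CPM, and Foxp1, a transcription factor of quiescent T cells (chromosome 6, 98925338 to 99522721), was 311, 363 and 520.3 CPM. These genes were kept out of the genes used for clustering, but Dapl1 was among the markers that named the naive clusters and Tox and Nkg7 among those that named cluster 9. These class values go with the clusters that filled each library, clusters 4 and 5 in library 3, cluster 6 in library 2 and cluster 9 in library 1. Within the naive cluster 4 Dapl1 was 496, 514 and 488 CPM. Within cluster 9 Tox was 304, 239 and 102 CPM and Nkg7 was 2275, 1365 and 884.5 CPM. Leading genes of cluster 9 included the T cell receptor gamma genes Trgv2, Tcrg-C2 and Tcrg-C4. Its median CD4 and CD8a antibody counts, 11 and 35.5, were under the lowest counts gated as positive. Values within cluster 9 may therefore average over more than 1 kind of T cell.

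Gene lists fixed before the data were examined asked which programmes set the libraries apart within a class. Medians over a list are log2 ratios to the geometric mean of the 3 libraries, set beside 10000 random lists of the same size and mean expression, as a description of these libraries. In T-like cells the naive list of 10 genes, including the transcription factors Lef1 (283, 311 and 588 CPM) and Tcf7 (381, 423 and 541 CPM), had medians of −0.31, −0.08 and 0.47. Its most counted members Il7r (817.5, 869 and 642 CPM) and Klf2 (587.5, 501 and 475 CPM) were lowest in library 3. The effector and exhaustion list had medians of 0.88, 0.13 and −1.30, and 13 of its 13 measured members were highest in library 1, among them the chemokine Ccl5 (9605, 5620.0 and 946 CPM), Eomes (127, 122 and 32.1 CPM), Prf1 (97.9, 76.0 and 34.5 CPM) and Cd160 (67.6, 53.6 and 29.1 CPM). In myeloid-like cells the neutrophil granule list had medians of 2.80, −0.68 and −2.45, with Ngp at 13851, 259 and 61.2 CPM and Camp at 11474, 320.3 and 26.6 CPM, and 1.42, −0.50 and −0.96 without cluster 21. The complement list had medians of 0.86, −0.15 and −0.61, led by the macrophage genes C1qa (365, 169.9 and 131 CPM) and C1qb (343, 120.2 and 58.5 CPM), and 1.24, −0.27 and −0.63 without cluster 21. MHC class II genes ran the other way, at −0.61, 0.26 and 0.35, with H2-Aa at 1475, 2735 and 2917 CPM and H2-Ab1 at 1380.0, 2492 and 2584 CPM, but −0.31, 0.11 and 0.20 without cluster 21, in a class with a smaller part of dendritic-like cells in library 1. In myeloid-like cells the median of all 9569 expressed genes was itself −0.19, 0.10 and 0.10, so that list medians there are to be read against those values.

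The type I interferon list had medians of 0.40, −0.40 and 0.09 in myeloid-like cells (0.56, −0.48 and −0.02 without cluster 21), 0.20, −0.19 and −0.02 in T-like cells, and −0.12, −0.03 and 0.21 in B-like cells. Cells led by interferon genes formed the unnamed cluster 20 (29, 48 and 88 cells) and are not part of these classes. Ifi27l2a was 1179, 666 and 701 CPM in myeloid-like cells and 304.5, 259 and 395 CPM in B-like cells, and Bst2, a leading gene of plasmacytoid-like cells, was 144, 166.8 and 308 CPM in myeloid-like cells. TNF and NF-kB genes had medians of −0.31, 0.18 and 0.14 in myeloid-like (−0.09, 0.05 and 0.00 without cluster 21, inside the central 95% of random lists), 0.13, −0.06 and −0.11 in T-like and −0.13, 0.09 and 0.01 in B-like cells. Nfkb1 was 176, 282 and 295 CPM and Il1b was 411, 358 and 424 CPM in myeloid-like cells. MHC class II genes in B-like cells had medians of 0.00, 0.06 and −0.06, and H2-Aa there was 3391, 3580.0 and 3245 CPM. Lists that track handling and free RNA were measured beside these. Immediate early genes, such as Jund (611, 488 and 453 CPM in B-like cells) and Junb, had medians of −0.13, −0.04 and 0.08 in B-like, 0.00, −0.08 and 0.12 in T-like and −0.21, 0.09 and 0.16 in myeloid-like cells (0.05, −0.03 and 0.05 without cluster 21). Heat shock genes, such as Hsp90ab1 (1634, 1300.0 and 1304 CPM in B-like cells) and Hspa8, had medians of 0.04, −0.03 and −0.04, of −0.01, 0.09 and −0.07, and of −0.27, 0.16 and 0.09 in the same classes, the last of these −0.03, 0.04 and −0.01 without cluster 21. Mitochondrial genes, such as mt-Atp6 (8815, 8590.0 and 8276 CPM in B-like cells) and mt-Co1, had medians of 0.03, −0.02 and 0.00, of −0.04, 0.02 and 0.02, and of −0.29, 0.14 and 0.15 (−0.07, 0.03 and 0.04 without cluster 21). Haemoglobin genes, which B and T cells do not use, had medians of 1.52, −1.85 and 0.32 in B-like, 1.76, −0.65 and −1.07 in T-like and 0.38, 0.08 and −0.53 in myeloid-like cells (0.68, −0.06 and −0.69 without cluster 21), and Hbb-bs was 638, 62.1 and 264 CPM in B-like cells. Platelet genes passed the expression minimum only in myeloid-like cells, with 4 members, Pf4 (58.0, 61.3 and 27.9 CPM) and Itga2b (15.6, 34.3 and 15.6 CPM) among them, and medians of −0.01, 0.66 and −0.55 (0.31, 0.50 and −0.73 without cluster 21). The myeloid-like class includes the basophil and platelet cluster, with Pf4 and Itga2b among its leading genes and 26, 46 and 28 cells by library. How far that cluster sets the platelet medians was not tested. Of 25 pairs of list and class, 17 lay outside the central 95% of random lists in at least 1 library.

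**Figure D4:**
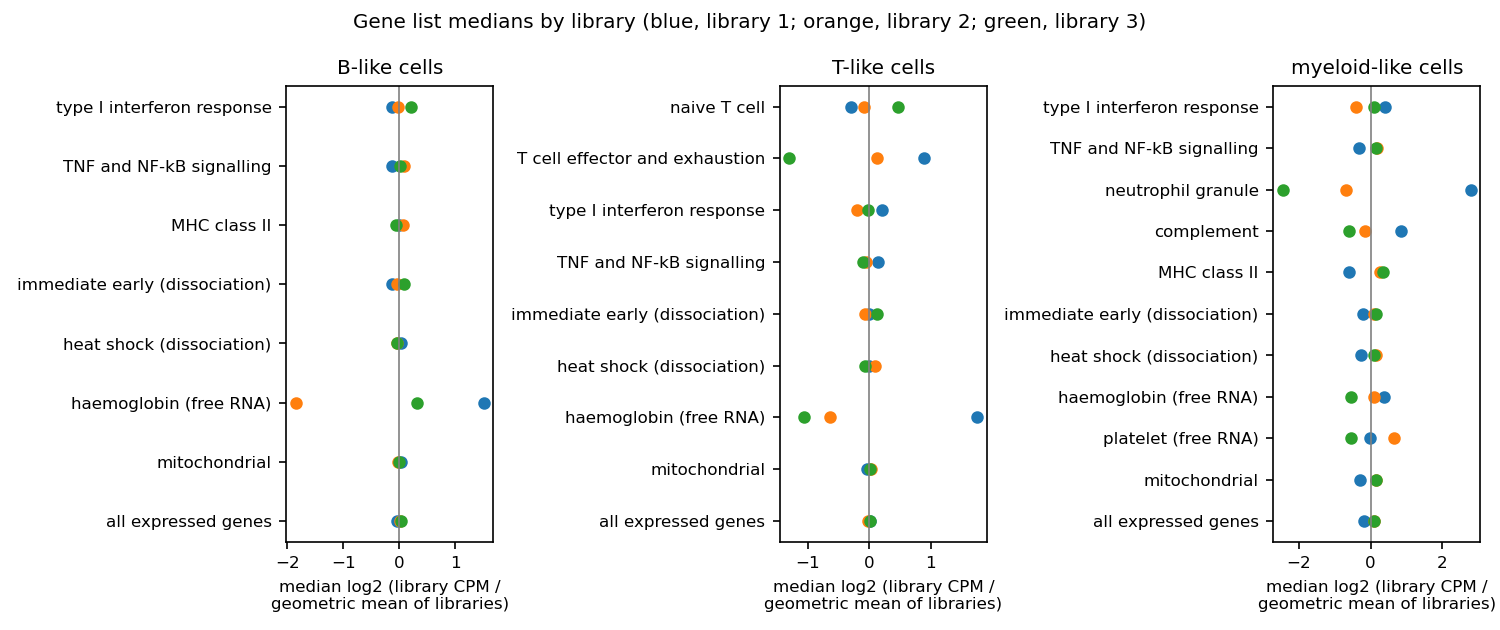
Median log2 ratio of each gene list in libraries 1, 2 and 3 to the geometric mean of the libraries, in B-like, T-like and myeloid-like cells, with the median of all expressed genes in the lowest line and no error bars. The T cell effector list ranged from −1.30 to 0.88 and the neutrophil granule list from −2.45 to 2.80.

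T cells were then gated by antibody counts alone, to compare RNA between cells defined by protein within each library. Cells negative for B cell antibodies that carried only CD4 (2360 cells, 96.4% in T-like clusters) or only CD8a (2307 cells, 96.8%) were split by CD44, an adhesion receptor raised on antigen-experienced T cells. In CD44-high CD8 cells (1075) against CD44-low CD8 cells (1232), 145 genes were higher and 110 were lower in every library with intervals that did not overlap. The higher genes with the largest smallest ratio were the NK receptor genes Klrc2 (10.1, 48.7 and 31.6 times by library), Klrc1, Klrk1 and Klre1, the granzyme gene Gzmm (8.40, 29.3 and 53.2 times), Ly6c2, 1700025G04Rik, Cd44 itself (4.49, 9.06 and 12.9 times), Pogk and Samd3. The lower genes were led by the gut-homing receptor gene Ccr9 (at least 23.4 times lower in library 1, where CD44-high cells had 0 counts and 3 were set, and 18.6 and 7.82 times lower in the others), Igfbp4 (50.7, 58.2 and 5.65 times lower), Ramp1, Rgcc, Gm12840, Als2cl, Lef1, Pik3c2a and Cep97. Of the effector list 4 of 15 were higher, Tbx21 (4.91, 11.97 and 12.1 times), Eomes, Ccl4 and Cd160. None of the list was lower in every library. Within library 1 other members were lower, among them Lag3 (10.6 times), Havcr2 (10.4 times), Pdcd1 (4.98 times) and Gzmk (4.74 times). The lowest CD44 count called high in CD8 cells was 169, 105 and 63 by library, and cluster 9 had a median of 168. In CD44-low CD8 cells Ccl5 was 11370, 1661 and 68.05 CPM and Gzmk was 185, 26.2 and 0.562 CPM. The CD44-low side of library 1 therefore held effector RNA, and lower values in that library are not set against naive cells alone. Of the naive list 5 of 10 were lower and 2, Txk and Il7r, higher. The CD44 antibody separated the CD8 cells of library 1 least, and from libraries 2 and 3 alone, a choice made after seeing the data, 323 genes were higher and 227 lower. Cxcr3 was 1.27, 7.27 and 14.2 times higher and was not called in library 1, though stricter gates called it in every library. Neither Tox nor Nkg7 was called, with Tox 3.61 times lower and Nkg7 1.203 times lower in library 1. From libraries 2 and 3 alone Cxcr3 and Nkg7 (2.01 and 2.11 times) were higher and Satb1 and Foxp1 lower, and Dapl1 was lower under every setting. T-like clusters held 94.8% of the CD44-high and 98.5% of the CD44-low CD8 cells. S100a9, a gene of myeloid cells, was 3.797, 2.03 and 10.98 times higher. Klre1 and Gzma were leading genes of the NK-like cluster 12. Gzma was 20.4 times higher in library 3, where T-like clusters held 91.1% of the CD44-high CD8 cells. In libraries 1 and 2 Gzma was 2.60 and 1.87 times lower. Restricting both sides to T-like clusters gave 133 higher and 100 lower genes, of which 125 and 93 were among the 145 and 110.

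In CD44-high CD4 cells (662) against CD44-low CD4 cells (1698), 361 genes were higher and 150 lower in every library. Cxcr3 was 4.39, 5.21 and 16.9 times higher. The chemokine receptor gene Cxcr6 (10.6, 31.4 and 34.6 times), the integrin gene Itgb1 (8.79, 11.4 and 10.4 times), Il18rap, Gpm6b, Tmem176b, Fcer1g, Retnlg and the proliferation genes Pclaf, Hist1h1b and Hist1h2an led the higher genes. Igfbp4 (9.62, 13.3 and 9.20 times lower), Vipr1, Ly6c1, Treml2, Lef1 (3.99, 4.71 and 3.49 times lower), Bach2, St8sia6, Satb1, Dapl1 and Pdk1 led the lower genes. Of the naive list 8 of 10 were lower and none was higher, and of the effector list 2 of 15 were higher, Pdcd1 (3.47, 3.43 and 5.25 times) and Ccl4. Among the genes the study chose, Tox and Nkg7 were higher and Dapl1, Satb1 and Foxp1 lower, but Tox was no longer called with stricter gates. Of 13 chemokine and related receptor genes 6 were higher, Cxcr2, Cxcr3, Cx3cr1, Ccr9, Cxcr6 and Ccr2, and 2 lower, Ccr7 and S1pr1. Cxcr2 and Cx3cr1 were not called among gated cells in T-like clusters. Of 43 markers of myeloid and dendritic cells, 9 were also higher, S100a8, S100a9, Retnlg and Cxcr2 among them, and 92.3% of the CD44-high cells against 97.9% of the CD44-low cells lay in T-like clusters. Restricting both sides to T-like clusters gave 276 higher and 142 lower genes, of which 228 and 136 were among the 361 and 150. Stricter gating gave 235 and 124, of which 207 and 120 were among them, and libraries 2 and 3 alone gave 735 and 210.

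Between the CD8 and CD4 gates, 277 genes were higher in CD8 cells and 673 lower in every library. Cd8a (123, 89.4 and 160 times), Cd8b1, Gzmm, Ly6c2, the NK receptor gene Klrd1, Fcgrt, Lcn4, Samd3, Ctsw and Ctla2a led the genes higher in CD8 cells. Cd4 (264, 346.5 and 184 times lower), Ly6c1, the CD40 ligand gene Cd40lg, St8sia6, Gpm6b, Nav2, the regulatory T cell genes Ctla4 and Nrp1, Tbc1d4 and Maf led the lower genes. From the effector list Prf1, Eomes, Ccl5, Gzma and Cd160 were higher in CD8 cells and Ctla4, Pdcd1, Lag3 and Tigit were lower. Of the genes chosen by the study, Nkg7 and Dapl1 were higher and Tox was lower in CD8 cells, and Dapl1 was not called with stricter gates or among gated cells in T-like clusters. From libraries 2 and 3 alone 1173 genes were lower. CD8 cells were deeper than CD4 cells, with medians of 6189 and 4276 UMIs.

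The last comparison asked which genes differed most between libraries within a class, whatever their function. Over 2-fold between the highest and lowest library were 19 of 3106 genes in B-like cells, 60 of 2901 in T-like cells and 233 of 3242 in myeloid-like cells, with median ratios of 1.16, 1.18 and 1.32 over the genes tested. In B-like cells the largest ratios were those of S100a8 (11.9), S100a9 (11.0), S100a6 (10.8), C130026I21Rik (4.87), the lipid carrier gene Apoe (3.47), D10Wsu102e (3.21), Itgb1 (3.18), Lgals1 (3.08), Ccl5 (2.84) and Ahnak (2.78). S100a6 was 687 CPM in library 1, 105 CPM in library 2 and 63.7 CPM in library 3. In T-like cells Gzmm (17.5), S100a9 (12.6), Ccl5 (10.2), S100a6 (7.26), Fcgrt (7.04), Ctla2a (6.31), S100a4 (5.72), Ttn (5.37), Klrk1 (4.74) and Ccr2 (4.41) differed most, with Gzmm at 106, 125 and 7.15 CPM. In myeloid-like cells Camp (432), Ngp (227), the eosinophil granule gene Prg2 (at least 208), Fcnb (at least 177), the basophil protease gene Prss34 (175), Ltf (118), Ly6g (102), Lcn2 (44.3), Hist1h3c (35.3) and Cebpe (25.7) differed most. Prg2 and Fcnb had 1 count in their lowest library, which was set to 3, so their order among these genes is not known. Without cluster 21, 94 myeloid genes were over 2-fold.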

Values the study reported

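The study described splenocytes pooled from 5 mice per group and stained with 34 antibodies, with 10,000 cells loaded per sample. It reported 21 cell clusters.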

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

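No test of an explanation was run for the results in this part. The barcodes outside the limits on genes and mitochondrial share were left out of all values except those given with no filter on cells, yet clustering all barcodes gave many of them a class. Named classes held 3970 such B-like barcodes (27.9% of the class), 319 erythroid-like (39.5%), 214 T-like (4.03%), 209 macrophage-like (36.2%), 126 plasma-like (46.3%), 70 monocyte-like, 35 NK-like, 35 with basophil and platelet genes and 14 neutrophil-like (1.88%). A further 3852 were unnamed (66.7% of the unnamed). The removed B-like barcodes had a median of 1172 UMIs and 13.5% mitochondrial UMIs, and the removed plasma-like barcodes 858.5 UMIs and 22.4%. This clustering gave no dendritic-like or plasmacytoid-like class.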

How the results depend on the processing

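The settings without cluster 21 and with libraries 2 and 3 only were chosen after seeing the data. The cause of each difference was not tested, except where stated. No paired analysis was possible because the libraries are not tied to groups and no test was made. Of the values that answer a comparison, 62 stayed within their interval or within 1.5 times the count and 62 moved, and of the single genes and lists 140 stayed and 86 moved. Shares, ratios, CPM and counts of genes cannot change sign, so only list medians could. Some small list medians did and were counted as having stayed. The MHC class II list in B-like cells of library 1 went from −0.005 to 0.028 after scaling libraries to a median log ratio of 0. List medians have no interval. Exact intervals are narrow with many cells, so most moves are small. Antibody gates gave no NK-like or myeloid-like values, and without a CD3 antibody the planned removal of cells with antibodies of both lineages used CD4 or CD8a on the T cell side.

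B-like cells were 49.1% with no filter on cells, 46.6% at 5% mitochondrial UMIs, 55.0% without Scrublet doublets, 55.1% without cells of both lineages' antibodies and 51.4% from antibody gates. T-like cells were 18.3%, 32.3%, 27.6%, 28.4% and 23.2% under the same settings, 28.4% at resolution 0.4 and 27.3% with 30 components. NK-like cells were 1.81% with no filter and 2.74% at 5% mitochondrial UMIs. Myeloid-like cells were 7.20% and 9.58% under those settings, 10.1% at resolution 1.2 and 8.82% without cells of both lineages' antibodies. The clustering with no filter gave no dendritic-like or plasmacytoid-like class, so its 7.20% counts neither. The myeloid to lymphoid ratio was 0.103 with no filter, 0.1198 without Scrublet doublets, 0.122 without the basophil and platelet cluster and 0.1199 without cluster 21. The ratios with no filter, pooled and by library, also lack the dendritic-like and plasmacytoid-like classes. In library 1 it was 0.218 without cluster 21. In library 2 it was 0.0657 with no filter and 0.0820 without Scrublet doublets, and in library 3 it was 0.0804 and 0.0994. Library 1 had the highest ratio under each of these settings.

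Leaving out each library gave 50.4% to 55.8% B-like, 25.6% to 27.0% T-like, 1.62% to 2.94% NK-like and 8.55% to 12.2% myeloid-like cells, and a myeloid to lymphoid ratio from 0.0993 to 0.1525. Cxcr3 ranged from 58.6 to 103 CPM in T-like, 59.0 to 108 CPM in NK-like and 4.34 to 6.47 CPM in B-like cells. From antibody gates Cxcr3 was 71.0 CPM in T-like cells, and thinned to 1000 UMIs it was 3.46 CPM in B-like cells. Without cluster 21, 50% of the 4 myeloid study genes kept the order of the libraries. From libraries 2 and 3 only, where a gene needs to pass in fewer libraries, 323 genes were higher and 227 lower in CD44-high CD8 cells, 735 higher in CD44-high CD4 cells and 1173 lower in CD8 than CD4 cells. Stricter gates gave 235 genes higher in CD44-high CD4 cells, of which 207 were among the 361. At minimums of 20 and 100 CPM, which change the genes tested, 42 and 10 genes were over 2-fold in B-like, 148 and 27 in T-like and 536 and 105 in myeloid-like cells, and 94 in myeloid-like cells without cluster 21. Values of rare classes rest on few cells, such as plasmacytoid-like cells, with 4 cells in library 1.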

Other observations

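The doublet test on cluster 13 was chosen after its result had been seen and replaced an earlier one that is not given. Of the unnamed clusters, cluster 20 gathered 165 cells that shared interferon-induced genes across lineages, 29, 48 and 88 of them by library, with T cell markers scoring highest in 51.3% of the cells. Cluster 23 held 120 cells with replication and histone genes at a median of 13442 UMIs, and B cell markers scored highest in 61.5%. The basophil and platelet cluster was a mixture. Of its 100 cells, 45 had at least 2 UMIs of basophil markers alone, 35 of platelet markers alone, 13 of both and 7 of neither.

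S100a8 and S100a9 together were 439 CPM in B-like and T-like cells of library 1, against 36.4 CPM in library 2 and 60.5 CPM in library 3, and 82.0% of these cells of library 1 had a UMI. In library 1, 13 other genes of neutrophils appeared in B-like and T-like cells at a median of 0.750 times the fraction seen for the S100 genes (quartiles 0.537 and 1.07), which is consistent with free RNA of neutrophils. Cybb, at 82.0 times, lay far above this level and cannot report free RNA alone, and Mmp9 was at 2.51 times and Mmp8 at 0.287 times. Doublets with a neutrophil would place the UMIs in few cells, and the 1% of cells with the most held 3.82% of them. In library 1, neutrophil-like cells gave 2.30% of all UMIs of kept cells as S100a8 and S100a9, against 0.117% and 0.130% in the others. No biological explanation was tested, since the libraries are not tied to groups.

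In CD44-high CD4 cells 9 of 43 markers of neutrophils, monocytes, macrophages and dendritic cells were higher in every library. Among gated cells in T-like clusters 33.3% of these were still called, Ccr2, Ccr9 and Spn, which T cells can also express, and S100a8, S100a9 and Retnlg were not, so cells of other types inside the gate may carry part of the pattern. The summed markers were 3.59, 3.31 and 5.41 times higher on the CD44-high side, and 1.37, 1.48 and 1.80 times within T-like clusters. Free RNA was not tested. No biological explanation was tested.

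Cluster 13 (428 cells) joined T cell and B cell genes. Scrublet marked 80.6% of its cells, so doublets of a T cell and a B cell are a candidate explanation. The median depth was 7606 UMIs, near the sum of 8253 for the medians of the B-like and T-like classes. No biological explanation was tested.

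F4/80 counts in plasmacytoid-like cells summed to 17859, of which 95.03% came from 1 cell, and the median was 17. The Thy-1.1 antibody made up 0.853% of counts in T-like cells and 0.706% in other cells. Its median count was 15 in the T-like clusters 4 and 5 and also 15 in the B-like clusters 1 and 2. Its correlation with Thy1 by share of counts is therefore no evidence that this protein follows its transcript. The libraries held 6439, 10719 and 11847 barcodes, which count called droplets and are not cells loaded.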
